A study of Mus musculus with 6 samples. Its data were reported in "Dynamics of single-nuclei transcriptomic profiling of adipose tissue from diverse anatomical locations during mouse aging process" (2024).

How the data were processed

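Single-nucleus RNA sequencing was used here for 6 libraries of white adipose tissue from female C57BL/6J mice. Per the labels, they fall into 3 groups of 2 libraries: inguinal subcutaneous adipose tissue (SAT) at 2 months, SAT at 24 months, and gonadal visceral adipose tissue (VAT) at 24 months. The labels give the older age as 24 months, whereas the design text of the series gives 26 months. The labels' 24 months is used throughout. VAT at 2 months was not used here. The labels give one date for all libraries, so no batch could be compared, and they do not say whether libraries with the same replicate number came from the same mouse. The study's text says that SAT and VAT were collected from 2 mice per age group. By that account the libraries of both depots at 24 months share mice. Which libraries would belong together is not stated, and the depots were compared without pairing.

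The deposited matrices hold raw UMI counts per gene and nucleus barcode, in the unit counts, with no normalization. According to the study's methods, the authors isolated nuclei, captured them on a Singleron microfluidic chip, sequenced on an Illumina instrument, and aligned and counted the reads with Celescope against GRCm39. The version of Celescope and the gene annotation release are not stated. Each deposited barcode held at least 500 UMIs, and 56980 genes were listed, of which 293 share a symbol with another gene and were kept apart by their Ensembl identifiers. Gene positions and types were taken from GENCODE release M39 on GRCm39. Of the listed genes, 56236 (98.7%) were found there, as were all 61 genes named or listed for a test.

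Nuclei with over 500 genes, over 1000 UMIs and under 15% mitochondrial UMIs were kept, which are the filters of the study. Counts were scaled per nucleus and log-transformed, 1000 variable genes were chosen by their scaled dispersion averaged over libraries, and 30 principal components were corrected by library with an own implementation of Harmony. A shared-neighbour graph over 20 nearest neighbours was clustered with Leiden at a resolution of 2.0, and the immune, endothelial, adipocyte and FAP (fibro-adipogenic progenitor) nuclei were each clustered again at 1.0. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (for Scrublet), scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9 were used, with a seed of 1. On 2850 simulated nuclei the agreement of clusters with the simulated types (adjusted Rand index) was 0.227 without correction and 1 with Harmony.

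Clusters were named from fixed marker lists for adipocytes, FAPs, immune, endothelial, mesothelial, epithelial, smooth muscle or pericyte, skeletal muscle, Schwann or neural, and neuron nuclei, and for subtypes of immune (T, B, NK, plasma, mature and conventional dendritic cells, macrophages), endothelial (lymphatic, blood vascular), adipocyte (Adipocyte2, thermogenic) and FAP nuclei (Dpp4 progenitor, Col15a1 preadipocyte). The Adipocyte2 list held Cidea, Acacb and Ppara, which the study names for these nuclei, and Elovl6, Fasn and Acly, which were added here. A list gave its name to a cluster when at least 3 of its markers were above 2-fold and its mean log2 fold was the highest and at least 0.5, with a prior of 10 CPM. Folds of immune and endothelial subtypes were taken against all other nuclei, and those of adipocyte and FAP subtypes against the rest of their class. A cluster stayed unnamed when another list came close, when its 10 leading genes (ranked with a prior of 50 CPM) held more genes of another list, when immunoglobulin genes led a cluster outside the B cell lineage, or when over 5 of its leading genes peaked in another class. This rule went through 4 versions, and the resolutions were raised from 1.0 and 0.5, all after clusters had been looked at. The class marker lists themselves were not changed. Names are candidate identities from RNA alone, and "-like" is implied wherever a class is named.

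Shares of nuclei per library were compared with an exact permutation test, two-sided, for which 2 against 2 libraries allow no p-value under 0.33. Exact (Clopper-Pearson) 95% confidence intervals and floors of 3 counts cover counting error only. The planned comparison of the share of Adipocyte2 nuclei between groups was left out, because Cidea, Acacb and Ppara, which are among its markers, themselves differed with age in adipocytes. Its values per library are given in the closing section.

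For gene expression, UMI counts were summed per library and class, since nuclei are not replicates, and libraries with under 20 nuclei of a class stayed out. A contrast was made only where both libraries of both groups remained. With R 4.3.3, edgeR 4.0.16 fitted a quasi-likelihood model to the 3 groups together (TMM scaling, filterByExpr), and p-values were two-sided and adjusted by Benjamini-Hochberg within class and contrast. A gene was called at an adjusted p under 0.05. Tests were run for all nuclei, adipocytes, FAPs, immune nuclei, endothelial nuclei, macrophages, T cells and B cells. Named genes were, per direction, the 3 with the largest fold change among called genes with a mean of at least 10 CPM and with every library of one group above every library of the other, leaving out symbols starting with Gm and digits, ending in Rik or starting with mt-. Fold changes of genes with a group at 0 are lower bounds computed against 3 counts, and where a group held 1 to 3 counts a ratio of summed counts with its exact interval is given. Study genes were 17 for adipocytes and 17 for FAPs that the study's text names. In adipocytes 3 sets (lipid synthesis, thermogenic and vascular genes) were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over 6 tests. The tests, lists and naming of genes, and the alternatives except those marked below, were fixed before the data were examined.

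The tests were tested on simulated data with the dispersions and depths of each class and 200 changed genes per contrast. The share of changed genes recovered was 51% and 49.5% in adipocytes (age and depot contrast), 62% in T cells, 31.5% in B cells, 22% and 15% in immune nuclei, 21.5% and 17.5% in macrophages, 12% and 3% in FAPs, 0% and 3% in endothelial nuclei, and 5% and 2.5% in all nuclei, with at most 7.69% of calls false. The set test found the shifted list in 20 of 20 simulations and called 0 of 40 unchanged lists, at an unadjusted p under 0.05. Genes were drawn independently of each other, so this says nothing about correlation between genes, which a set test has to allow for. Simulated counts followed the trended dispersion without spread around it. Changed genes had fixed fold changes, and recovery of smaller changes was not simulated.

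The alternatives were DESeq2 1.42.0, library-size scaling, no filter on low counts, a fit of the 4 compared libraries alone, the replicate number as a block, removal of doublets, only genes at least as high in the class as in the other nuclei, a further threshold of 1 on the absolute log2 fold change, filters loosened to 200 genes and 500 UMIs, no batch correction, a resolution 2 times as high, fry or an estimated correlation for sets, and leaving out each library in turn. Where this left a group with 1 library, only the value was taken. Alternatives added after seeing the data were the first resolutions, the first version of the naming rule, naming without the check of leading genes against other classes, and classes without batch correction for the gene tests. Scrublet's automatic threshold marked under 0.5% of nuclei in 5 of the 6 libraries, for which the 5% with the highest scores were removed instead, as planned. A share was counted as reversed only where its groups did not overlap under the main settings and the sign changed. Otherwise it was counted as moved when it changed by more than the larger group SD. A count of genes was held to be the same within 1.5 times. Gene lists of possible tissue sources (lymph node stroma and high endothelial venules, germinal centre B cells, pro-inflammatory macrophages, mammary luminal epithelium, ovary or oviduct) and of sex (Y-linked genes, Xist and Tsix) were summed per library.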

Results

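Nuclear RNA was measured in 6 libraries of white adipose tissue of female mice, with 2 libraries each of SAT at 2 months, SAT at 24 months and VAT at 24 months. The libraries held 50859 barcodes, and 44588 genes had at least 1 UMI. Total depth was 12259249 and 12148540 UMIs for SAT at 2 months, 8061862 and 15253892 for SAT at 24 months, and 13235130 and 16226690 for VAT at 24 months. After filtering, 27074 nuclei remained, namely 4595 and 5776, 2490 and 4709, and 4434 and 5070 in the same order, with median depths of 1590 and 1380, 1578.5 and 1802, and 1878 and 1591.5 UMIs per nucleus. The median mitochondrial share of these nuclei ranged from 0.776% in VAT replicate 1 to 5.07% in VAT replicate 2, and 844 nuclei of VAT replicate 2 were removed by the mitochondrial limit alone, against 45 to 294 in the other libraries. Xist was at 1510 to 3441 CPM and the summed Y-linked genes at 4.31 to 7.75 CPM in every library. Barcodes shared between libraries made up at most 0.769% of the smaller library.

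Clustering gave 40 clusters, to which the marker lists assigned adipocytes, FAPs, immune, endothelial, epithelial, mesothelial, skeletal muscle and smooth muscle or pericyte nuclei. No cluster met the naming rule for the Schwann or neural, neuron and plasma cell lists, and no adipocyte sub-cluster met it for the thermogenic list. Unnamed nuclei made up 3.83% to 9.60% of 5 libraries and 27.8% of VAT replicate 2, where unnamed clusters led by Ovgp1 (491 nuclei), by Cyp11a1 and Lhcgr (347 nuclei) and by dynein and cilium genes such as Dnah12 (165 nuclei) were found. The check of leading genes alone left 0 of 5070 nuclei unnamed in that library, with an exact 95% upper limit of 0.0727%, and at most 0.675% elsewhere.

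Lists of genes of possible tissue sources were summed per library without a test. The ovary or oviduct list was at 2118 CPM in VAT replicate 2 and at most at 40.5 CPM elsewhere. The lymph node list was at 625 and 471 CPM in SAT at 2 months, and at most at 185 CPM in the other libraries. The mammary list was at 1207 to 2229 CPM in SAT, and at 511 and 784 CPM in VAT.

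**Figure D1:**
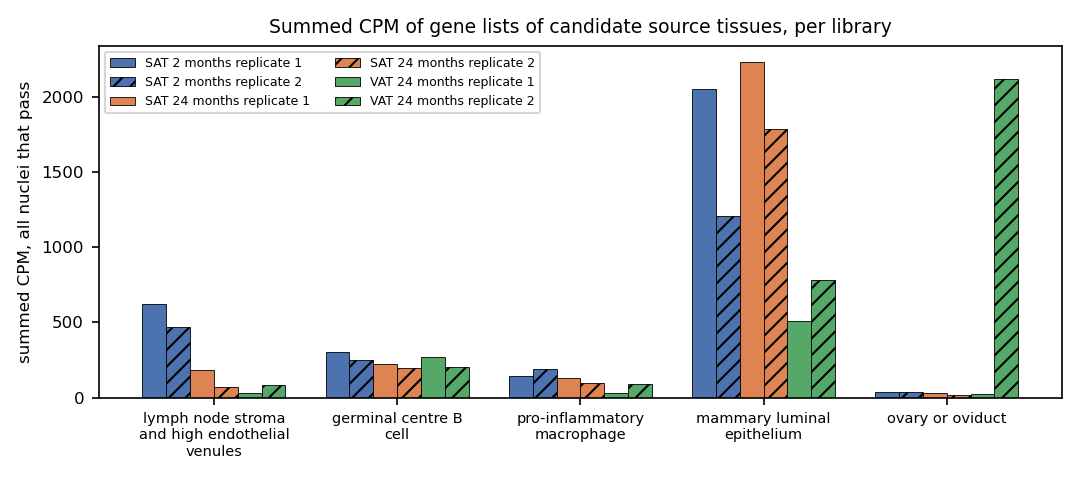
Summed CPM over all nuclei of the 5 gene lists of possible sources, one bar per library, with colour for the group and hatching for replicate 2. The ovary or oviduct list reaches 2118 CPM in VAT replicate 2 alone, against at most 40.5 CPM in the other libraries.

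The first comparison asks how the cell composition and gene expression of SAT differ between 24 and 2 months. Adipocytes made up 19.7% (95% interval 18.6% to 20.9%) and 8.90% (8.18% to 9.66%) of nuclei in the SAT libraries at 2 months, and 27.5% (25.7% to 29.3%) and 46.6% (45.2% to 48.0%) at 24 months. The mean was 14.3% ± 7.65 (SD, n = 2) at 2 months and 37.0% ± 13.5 at 24 months, a difference of 22.7 percentage points (exact permutation test, two-sided, p = 0.33, the smallest that 2 against 2 libraries allow, as for every p of 0.33 here). The groups did not overlap, and among the settings that kept all libraries the looser filters moved the difference most, to 14.9 points. Without SAT 24 months replicate 2 it was 13.2 points. Immune nuclei were the counterpart, at 67.5% ± 11.0 and 29.3% ± 16.7 (n = 2 each, difference -38.2 points, exact p = 0.33). All class shares of a library add up to 100%, so these differences are not independent of each other.

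Endothelial nuclei rose from 1.03% ± 0.329 to 8.58% ± 6.22 (n = 2 each, exact p = 0.33), a difference of 7.55 points that was 3.15 points without SAT 24 months replicate 2. Epithelial nuclei were at 6.66% ± 2.80 and 11.5% ± 1.12, and mesothelial nuclei at 0.959% ± 0.0637 and 1.87% ± 0.481 (n = 2 each, exact p = 0.33 for both). The epithelial difference of 4.88 points was 2.90 points without SAT 2 months replicate 2. The mesothelial difference of 0.910 points was 0.570 points without SAT 24 months replicate 1 and changed direction, to -0.383 points, when doublets were removed. Skeletal muscle nuclei went from 0.102% ± 0.0518 to 0.627% ± 0.136 and smooth muscle or pericyte nuclei from 0.137% ± 0.0220 to 0.493% ± 0.414 (n = 2 each, exact p = 0.33 for both). In SAT 2 months replicate 1 the skeletal muscle share rested on 3 nuclei. The smooth muscle or pericyte difference of 0.357 points was 0.0640 points without SAT 24 months replicate 2. FAPs, at 3.56% ± 0.656 and 3.31% ± 1.62 (exact p = 1), and unnamed nuclei, at 5.76% ± 0.299 and 7.22% ± 3.36 (exact p = 1), differed by less than the spread between replicates.

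**Figure D2:**
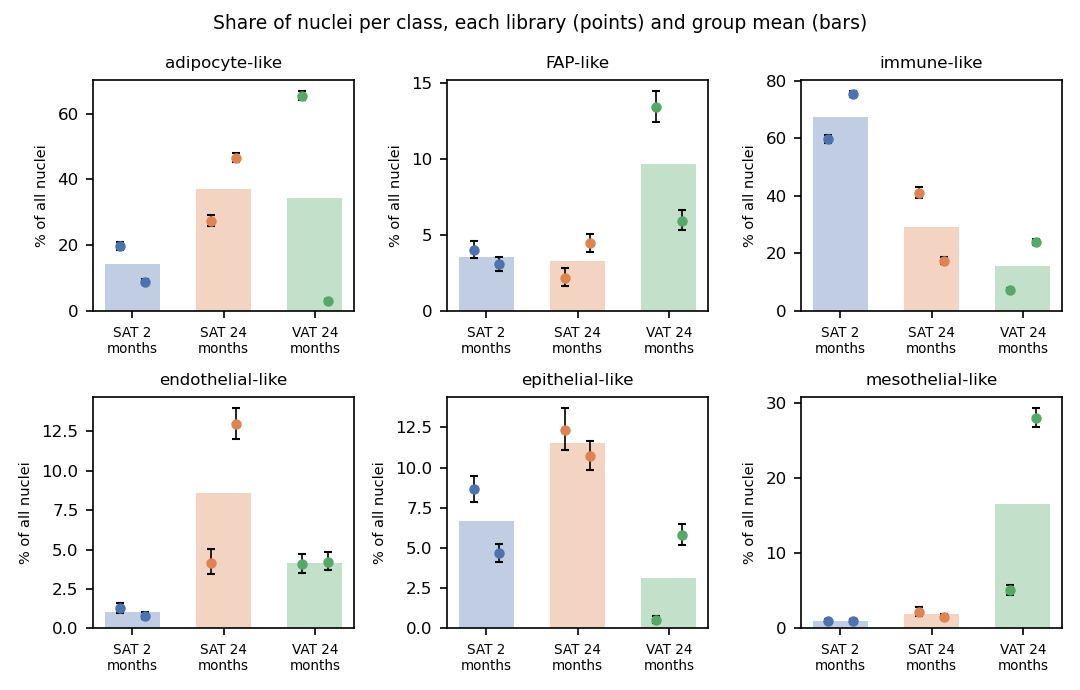
Share of nuclei (%) of each class per library, where bars are group means of 2 libraries and points are libraries with 95% exact intervals. The adipocyte share of the VAT libraries at 24 months spans 3.06% to 65.4%, wider than the gap between any pair of group means.

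Within immune nuclei, mature dendritic cells (the cluster name given by Fscn1, Cacnb3, Ccr7 and related genes) made up 8.98% ± 2.85 at 2 months and 21.0% ± 2.56 at 24 months in SAT (n = 2 each, difference 12.0 points, exact p = 0.33). With the looser filters the difference was 4.43 points. T cells were at 53.6% ± 1.90 and 38.3% ± 19.5 (exact p = 0.33), but the older libraries held 52.1% (48.9% to 55.1%) and 24.5% (21.6% to 27.5%), and without SAT 24 months replicate 2 the difference of -15.3 points was -1.52 points. Macrophages were at 6.96% ± 1.04 and 20.8% ± 19.7 (n = 2 each, exact p = 0.667), and here too replicate 2 decided, since the difference was 13.9 points with it and -0.0296 points without it. B cells were at 13.3% ± 4.70 and 8.0% ± 0.0124, and NK cells at 2.65% ± 0.505 and 1.24% ± 0.0416 (n = 2 each, exact p = 0.33 for both). The B cell difference of -5.35 points was -2.03 points without SAT 2 months replicate 1. Nuclei named conventional dendritic cells, at 5.37% ± 0.532 and 5.49% ± 1.82, did not differ beyond the spread (exact p = 1). This name covers a sub-cluster of 164 nuclei led by Siglech, Grm8 and Irf8, none of which is in the list that named it. Unnamed immune nuclei were at 9.12% ± 0.0505 and 5.23% ± 4.48 (n = 2 each, exact p = 0.33), a difference of -3.89 points that was -0.720 points without SAT 24 months replicate 2.

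Within endothelial nuclei, lymphatic nuclei made up 35.1% ± 5.72 at 2 months and 5.39% ± 4.61 at 24 months in SAT (n = 2 each, difference -29.7 points, exact p = 0.33). These shares rest on 58 and 46 endothelial nuclei at 2 months and on 104 and 611 at 24 months. Blood vascular nuclei were at 53.2% ± 7.63 and 70.7% ± 7.42 (n = 2 each, exact p = 0.33), and a sub-cluster of 210 of them was led by Glycam1, a gene of the lymph node list used in the closing section. Unnamed endothelial nuclei, in sub-clusters led by Scd1, Rgs5 or haemoglobin genes, made up 11.7% ± 1.91 and 23.9% ± 12.0 (exact p = 0.33), a difference of 12.2 points that was 3.69 points without SAT 24 months replicate 2. Within FAPs, Col15a1 preadipocytes went from 17.8% ± 6.97 to 32.4% ± 3.97 (n = 2 each, exact p = 0.33, difference 14.7 points and 9.73 points without SAT 2 months replicate 2), and Dpp4 progenitors, at 23.9% ± 4.05 and 18.2% ± 8.27, did not separate (exact p = 0.667). The Dpp4 difference of -5.72 points was 15.3 points without batch correction and 0.126 points without SAT 24 months replicate 2. Between 49.3% and 62.3% of FAPs per group mean stayed unnamed, among them a sub-cluster of 244 nuclei led by Gpm6a, Upk1b and Cyp11a1, and 77.6% to 93.6% of adipocytes.

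The second comparison asks how VAT differs from SAT at 24 months. The adipocyte share was 65.4% (95% interval 64.0% to 66.8%) in VAT replicate 1 and 3.06% (2.60% to 3.57%) in VAT replicate 2, so that the VAT mean of 34.3% ± 44.1 (n = 2) did not differ from that of SAT (difference -2.78 points, exact p = 1). One library decided the direction, with 28.4 points without VAT replicate 2 and -34.0 points without VAT replicate 1. Mesothelial nuclei were at 16.5% ± 16.2 in VAT and 1.87% ± 0.481 in SAT (n = 2 each, difference 14.7 points, exact p = 0.33), which was 3.18 points without VAT replicate 2. FAPs were at 9.71% ± 5.31 in VAT (difference 6.40 points) and epithelial nuclei at 3.15% ± 3.72 (difference -8.39 points), both apart from SAT (n = 2 each, exact p = 0.33 for both). The FAP difference was 2.64 points without VAT replicate 1, and the FAP shares overlapped with those of SAT with the looser filters (difference 8.20 points), without batch correction (3.48 points) and at the first resolution (2.72 points). Immune nuclei (15.6% ± 11.8, exact p = 0.667), endothelial nuclei (4.16% ± 0.112, exact p = 0.667, difference -4.41 points and -0.0153 points without SAT 24 months replicate 2), skeletal muscle nuclei (0.652% ± 0.667, exact p = 1) and unnamed nuclei (15.8% ± 16.9, exact p = 1, difference 8.57 points and -3.39 points without VAT replicate 2) overlapped with SAT. Smooth muscle or pericyte nuclei were at 0.169% ± 0.0160 (n = 2, exact p = 0.33), from 8 nuclei in each VAT library, and the difference of -0.324 points was -0.0317 points without SAT 24 months replicate 2.

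Within immune nuclei of VAT, mature dendritic cells were at 1.84% ± 2.17 against 21.0% ± 2.56 in SAT (n = 2 each, difference -19.1 points, exact p = 0.33), from 1 and 41 nuclei. Nuclei named conventional dendritic cells, a name that also covers the sub-cluster led by Siglech, were at 8.98% ± 0.809. The difference was 3.49 points (exact p = 0.33) and 2.20 points without SAT 24 months replicate 1. T cells made up 3.12% (1.5% to 5.65%) and 45.7% (42.9% to 48.6%) of immune nuclei, and macrophages 81.6% (76.9% to 85.7%) and 15% (13% to 17.1%) in replicates 1 and 2. Neither the means of T cells (24.4% ± 30.1, exact p = 0.667) nor those of macrophages (48.3% ± 47.1, exact p = 0.667) separated from SAT. Without VAT replicate 1 the macrophage difference of 27.5 points was -5.85 points, and the T cell difference of -13.8 points was 7.46 points. B cells (8.98% ± 8.73, exact p = 1), NK cells (1.19% ± 1.24, exact p = 1) and unnamed immune nuclei (6.29% ± 4.04, exact p = 0.667) overlapped as well. Lymphatic endothelial nuclei were at 30.5% ± 25.9 in VAT (difference 25.1 points), which was 6.76 points without VAT replicate 2, and blood vascular nuclei at 54.6% ± 14.1 (difference -16.1 points and -6.07 points without VAT replicate 2, exact p = 0.33 for both). Col15a1 preadipocytes were at 16.9% ± 7.56 of FAPs (n = 2, difference -15.5 points and -10.2 points without VAT replicate 2, exact p = 0.33), and Dpp4 progenitors at 20.8% ± 15.4 overlapped with SAT (exact p = 1, difference 2.57 points and -8.29 points without VAT replicate 1).

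Gene expression was compared on summed counts with edgeR and Benjamini-Hochberg adjustment. For SAT at 24 against 2 months, 0 of 21729 genes were called over all nuclei, with 1794 at an unadjusted p under 0.05. Fitting without a filter on low counts moved this count most, to 953. In adipocytes (514 to 2194 nuclei per SAT library), 1839 of 12972 genes were called, 871 higher and 968 lower at 24 months, and 1671 of them changed by more than 1 on the log2 scale. All 1839 kept their direction when any of the SAT libraries was left out. With library-size scaling the median of all genes shifted to -0.18 on the log2 scale, and 655 of 2019 called genes (32.4%) were higher, against 47.4% with TMM. Without the filter on low counts 63.9% of 2238 were higher. In 613 of the called genes (33.3%) the smallest change between libraries exceeded the level of the other nuclei in the group where the gene was higher, and 295 of these were higher and 318 lower at 24 months.

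The adipocyte genes with the largest rise, chosen by the rule fixed beforehand, were Sfrp5 (ENSMUSG00000018822, chromosome 19, 42186410 to 42190691, protein coding), Prkag3 (ENSMUSG00000006542, chromosome 1, 74775818 to 74788380) and Vgll3 (ENSMUSG00000091243, chromosome 16, 65611923 to 65663369). Sfrp5 was at 187 ± 27.0 CPM at 24 months (SD, n = 2) and at 0.503 ± 0.711 CPM at 2 months, where only 2 UMIs were counted, which gives a ratio of 266 (95% counting interval 73.6 to 2200, adjusted p = 1.41e-05). Prkag3 also rested on 2 UMIs at 2 months, with a ratio of 62.5 (17.2 to 518, adjusted p = 0.000179). Vgll3 went from 3.05 ± 1.38 to 235 ± 4.40 CPM (log2 fold change 6.12 ± 0.42 SE, adjusted p = 1.63e-05). The largest falls were in Slc28a2b (ENSMUSG00000079071, chromosome 2, 122315422 to 122358521), Aspg (ENSMUSG00000037686, chromosome 12, 112073076 to 112094007) and Irf4 (ENSMUSG00000021356, chromosome 13, 30933209 to 30950959), all protein coding. Slc28a2b was counted once at 24 months and 60 times at 2 months (ratio 152, interval 26.3 to 6108, adjusted p = 0.00109), and was lower in adipocytes (8.64 CPM) than in the other nuclei (29.4 CPM). Aspg fell from 175 ± 13.5 to 1.66 ± 1.30 CPM (log2 fold change -6.34 ± 0.57, adjusted p = 0.0001). Irf4 fell from 394 ± 212 to 8.75 ± 3.27 CPM (log2 fold change -5.62 ± 0.45, adjusted p = 3.87e-05).

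Of the 17 adipocyte genes that the study names, 12 were called with age in SAT, and 13 when adjusted over the list alone. The study picked these genes partly on the same libraries, so the second count is not independent evidence. Restricting the test to genes at least as high in adipocytes moved the count most, to 10. For each of the 12 genes, both libraries at 24 months lay on the same side of both at 2 months. Tshr (ENSMUSG00000020963, chromosome 12, 91351337 to 91517124) rose from 127 ± 61.8 to 1896 ± 26.8 CPM (n = 2 each, log2 fold change 3.89 ± 0.39 SE, edgeR adjusted p = 0.000179), and Eepd1, Fgf10, Pdgfc and Ghr were also higher, by 2.80, 2.19, 1.22 and 1.21. Acacb (ENSMUSG00000042010, chromosome 5, 114284307 to 114388822) fell from 1826 ± 226 to 130 ± 36.1 CPM (-3.82 ± 0.47, adjusted p = 0.000486), and Cidea (ENSMUSG00000024526, chromosome 18, 67476317 to 67501224) from 34.4 ± 18.8 to 4.51 ± 1.16 CPM (-2.78 ± 0.71, adjusted p = 0.0236). Sema3a, Gas6, Ppara, Nampt and Mertk were lower as well, with log2 fold changes of -3.72, -3.31, -1.88, -1.72 and -1.17. The lower Acacb, Cidea, Nampt, Sema3a and Gas6 have the study's direction, but the higher Ghr, Fgf10 and Pdgfc do not. Over both depots, the study reports higher Ghr in young mice and Fgf10 as a ligand overexpressed in them. It found the pair of Pdgfc and Pdgfra in young mice alone. Its immunofluorescence, which measures protein, gave limited Tshr signal in aged SAT and high signal in young SAT. Angptl4 (1.35 ± 0.44, adjusted p = 0.0616, list alone 0.0132) passed only when adjusted over the list alone. Adipoq (-0.13, adjusted p = 0.875), Angpt1 (0.11, 0.840), Retn (0.62, 0.320) and Cmklr1 (-0.55, 0.152) were not called. The call was lost for Cidea with DESeq2, for Ghr in the fit of 4 libraries alone and for Mertk without the filter on low counts.

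**Figure D3:**
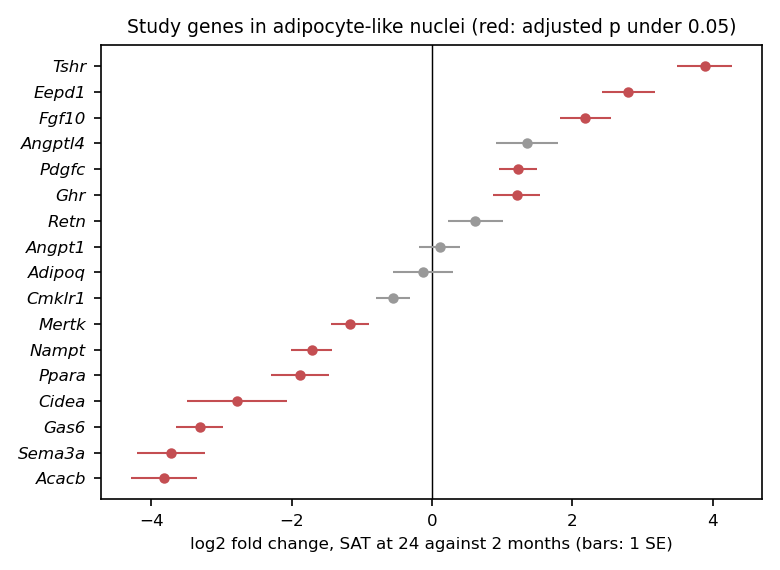
Log2 fold change ± 1 SE (edgeR) of the study's adipocyte genes in summed adipocyte nuclei, for SAT at 24 against 2 months, with red points for an adjusted p under 0.05. With age 12 of the 17 genes pass.

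In VAT against SAT at 24 months, 0 of the 17 adipocyte genes were called and 2 when adjusted over the list alone. These were Angpt1, at 40.6 ± 15.9 CPM in VAT and 156 ± 22.2 in SAT (n = 2 each, log2 fold change -1.80 ± 0.32, edgeR adjusted p = 0.0660, list alone 0.00182), and Cidea (2.58 ± 0.69, adjusted p = 0.302, list alone 0.0243), whose VAT libraries were at 21.9 ± 27.5 CPM and whose log2 fold change was -0.95 without VAT replicate 1. Without the filter on low counts 2 were called. Whether the age and depot effects differ was not tested. Of the 17 FAP genes, S1pr3 and Bst1 had too few counts, and of the 15 others 0 were called with age, by either adjustment. Between depots 0 were called and 3 when adjusted over the list alone (Il1rapl1, Asic2 and Syne2, log2 fold changes 4.28, 3.79 and 2.58, list alone 0.0449 each, adjusted p = 0.594, 0.760 and 0.758). In VAT these were at 362 ± 423, 191 ± 224 and 893 ± 912 CPM, and without VAT replicate 2 their log2 fold changes were 1.77, 1.28 and 0.73. VAT replicate 2 held 302 FAP nuclei, of which 237 had no subtype name, and only 34 FAP nuclei without batch correction. The class of most nuclei behind its FAP values thus depends on the correction. At an unadjusted p under 0.05, only Gas6 differed with age in FAPs (log2 fold change -2.55 in edgeR). It was at 110 ± 59.1 CPM at 24 months and 689 ± 675 CPM at 2 months, where the libraries lay far apart.

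Among the sets, lipid synthesis genes (25 of 26 tested, 18 lower and 7 higher, median log2 fold change -0.47) were lower in SAT adipocytes at 24 months with camera (adjusted p = 0.00227 over 6 tests). This call did not hold with fry (adjusted p = 0.346) or with an estimated correlation (0.665), over a range of 0.00117 to 0.665 for all alternatives with a p-value. Thermogenic genes (7 of 15 tested, median -0.56, adjusted p = 0.0973) were called only without a VAT library (0.0438 without replicate 1, 0.0274 without replicate 2, range over alternatives 0.0274 to 0.665), and vascular genes (8 of 12 tested, median -0.36) were not called (adjusted p = 0.566). The vascular median was -0.01 without SAT 24 months replicate 1 and -0.72 without replicate 2, and without replicate 2 the lipid synthesis and thermogenic medians were -0.79 and -1.19. Between VAT and SAT, lipid synthesis (median 0.13, adjusted p = 0.0973), thermogenic (median 0.16, 0.566) and vascular genes (median 0.14, 0.357) were not called. The direction of these medians rested on single libraries: the lipid synthesis median was -0.10 without SAT 24 months replicate 1, and the thermogenic median was -0.95 without VAT replicate 1.

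In the other classes, 0 genes were called with age in FAPs (850 of 8129 at an unadjusted p under 0.05), in immune nuclei (1270 of 14551) and in macrophages (1129 of 9335). The libraries of VAT enter these fits through the dispersion and the filter on low counts. Without VAT replicate 1 or 2 the counts were 143 and 192 in FAPs, 384 and 379 in macrophages, and 50 and 19 over all nuclei. With library-size scaling the median of all genes shifted to -0.17 over all nuclei and to -0.13 in macrophages. In endothelial nuclei 2 of 7821 genes were called, with 932 at an unadjusted p under 0.05. Glycam1 (ENSMUSG00000022491, chromosome 15, 103471186 to 103473515) was at 6380 ± 4113 CPM at 2 months and at 0 UMIs at 24 months (n = 2 each, at least 4169-fold lower, edgeR adjusted p = 0.0206). Fam3d (ENSMUSG00000021749, chromosome 14, 14091019 to 14120837) was at 274 ± 77.5 CPM and 0 UMIs (at least 162-fold lower, adjusted p = 0.0210). Both calls were lost when doublets were removed, and that of Glycam1 also with DESeq2. Without VAT replicate 1 or 2 there were 82 and 112 called genes. With library-size scaling the median shifted to -0.19 and 21 genes were called.

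In T cells (202 to 2388 nuclei per SAT library) 1656 of 12368 genes were called with age, 986 higher and 670 lower. Of these, 1652 kept their direction without either SAT library at 24 months, and all 1656 without either at 2 months. The T cells at the 2 ages differed in subtypes, which were not compared apart. A sub-cluster led by Scart1, Il23r and Scart2 held 168 of 1432 and 217 of 2388 T cell nuclei at 2 months, and 300 of 533 and 125 of 202 at 24 months. The share of higher genes, 59.5%, was 50.6% with library-size scaling and 49.2% without the filter on low counts, where the median shifted to -0.47. It was 68.4% with DESeq2 and 61.2% in the fit of 4 libraries alone. The largest rises were in Olfr1259 (ENSMUSG00000068806, chromosome 2, 89770876 to 89779008, named Or4c12 in the annotation), the lncRNA ENSMUSG00000121239 (chromosome 1, 129522897 to 129543983) and Cdh10 (ENSMUSG00000022321, chromosome 15, 18818713 to 19016388). Cdh10 went from 22.7 ± 2.68 to 370 ± 7.31 CPM (n = 2 each, log2 fold change 4.01 ± 0.22 SE, edgeR adjusted p = 4.59e-12), Olfr1259 from 2.53 ± 1.04 to 96.2 ± 7.2 CPM (5.24 ± 0.39, adjusted p = 2.55e-10), and ENSMUSG00000121239 from 2.88 ± 1.11 to 45 ± 15.8 CPM (4.06 ± 0.49, adjusted p = 7.83e-07). Tmie (at least 19.3-fold lower, adjusted p = 5.79e-07) and Npas4 (at least 8.20-fold lower, adjusted p = 0.000325) had no UMIs at 24 months, and Dapl1 had 1 UMI (ratio 62.7, interval 11.2 to 2485, adjusted p = 1.07e-06).

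In B cells (66 to 457 nuclei per SAT library) 324 of 8278 genes were called, 195 higher and 129 lower. Of these, 318 kept their direction without SAT 24 months replicate 1 and 321 without replicate 2. All 324 did so without either SAT library at 2 months. The share of higher genes, 60.2%, was 55% with library-size scaling (median -0.11) and 50.9% without the filter (median -0.63). It was 80.4% with DESeq2 and 70.2% in the fit of 4 libraries alone. Without VAT replicate 2, the only VAT library with enough B cells, 188 genes were called. Ighg2c, at 296 ± 406 CPM at 24 months and 0 UMIs at 2 months (n = 2 each, at least 117-fold higher, edgeR adjusted p = 9.48e-06), is a member of a family of similar immunoglobulin genes and was at 583 CPM in SAT 24 months replicate 1 and 9.53 CPM in replicate 2. Chst7 (at least 21.4-fold, adjusted p = 0.00370) and Fgl2 (ratio 85.7, interval 27.7 to 429, adjusted p = 4.93e-07) were also higher. Fgl2 was at 241 ± 199 CPM at 24 months, where the libraries lay far apart, and at 2.53 ± 0.874 CPM at 2 months. Trbc1, a T cell receptor gene with 37.0 CPM in B cells and 132 CPM in the other nuclei, was at least 6.94-fold lower (adjusted p = 0.00737). Ap1ar (at least 5.46-fold, adjusted p = 0.00483) and Edaradd (at least 4.58-fold, adjusted p = 0.0111) were lower too, and Ap1ar was likewise lower in B cells (38.6 CPM) than in the other nuclei (51.7 CPM).

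For VAT against SAT at 24 months, 3 of 21729 genes were called over all nuclei, all lower in VAT, with 1657 at an unadjusted p under 0.05. They were Irx2 (ENSMUSG00000001504, chromosome 13, 72776906 to 72782317), at 0.356 ± 0.00996 CPM in VAT and 106 ± 13.8 in SAT (n = 2 each, log2 fold change -8.17 ± 0.45 SE, edgeR adjusted p = 0.0185), Muc15 (ENSMUSG00000050808, chromosome 2, 110551685 to 110569872, -7.25 ± 0.37, adjusted p = 0.0185) and Tfap2b (ENSMUSG00000025927, chromosome 1, 19279138 to 19309069, -6.78 ± 0.45, adjusted p = 0.0380). All of them lost the call without either SAT library at 2 months, where 0 genes were called. They also lost it with the replicate number as a block and in the fit of 4 libraries alone, with 0 genes called in each. In adipocytes 17 of 12972 genes were called, 7 higher and 10 lower, with 895 at an unadjusted p under 0.05, and 3 without SAT 2 months replicate 1. The VAT side rests on 2902 and 155 adipocyte nuclei.

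The largest falls in VAT adipocytes were in Lhx8 (ENSMUSG00000096225, chromosome 3, 154011931 to 154036296), ENSMUSG00000120992 (chromosome 17, 35213198 to 35220489) and Tbx15 (ENSMUSG00000027868, chromosome 3, 99147697 to 99294185). Lhx8 was at 1.49 ± 1.34 CPM in VAT and 26.1 ± 5.77 in SAT (n = 2 each, log2 fold change -5.16 ± 0.65 SE, edgeR adjusted p = 0.0196), and Tbx15 at 5.10 ± 0.309 and 38.6 ± 0.719 CPM (-2.86 ± 0.42, adjusted p = 0.0256). ENSMUSG00000120992 (-3.01 ± 0.45, adjusted p = 0.0286) was at 30.2 CPM in adipocytes and 466 CPM in the other nuclei. Among the largest rises, Aspg (3.76 ± 0.59, adjusted p = 0.0317) was at 21.4 ± 23.4 CPM in VAT and its log2 fold change was 1.18 without VAT replicate 1. Its call was lost with DESeq2, in the fit of 4 libraries alone and without SAT 2 months replicate 1. Meg3 (ENSMUSG00000021268, chromosome 12, 109506877 to 109538165, lncRNA, 3.54 ± 0.49, adjusted p = 0.0256) and Sdk1 (ENSMUSG00000039683, chromosome 5, 141227245 to 142201341, 2.19 ± 0.25, adjusted p = 0.0196) were both lower in adipocytes, at 16.1 and 92.8 CPM, than in the other nuclei, at 153 and 151 CPM.

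In VAT against SAT, 0 genes were called in FAPs (494 of 8129 at an unadjusted p under 0.05), immune nuclei (1298 of 14551) and endothelial nuclei (352 of 7821). The median of all genes shifted to 0.13 in immune and 0.11 in endothelial nuclei with library-size scaling, and to 0.42 in FAPs without the filter on low counts. In macrophages 2 of 9335 genes were called, both higher in VAT, with 405 at an unadjusted p under 0.05. Saa3 (ENSMUSG00000040026, chromosome 7, 46361422 to 46365576) was at 907 ± 636 CPM in VAT and 0 UMIs in SAT (n = 2 each, at least 202-fold higher, edgeR adjusted p = 0.0252), and Cd5l (ENSMUSG00000015854, chromosome 3, 87265182 to 87278380) at 210 ± 52.5 CPM and 0 UMIs (at least 41.1-fold higher, adjusted p = 0.0252). Both genes lead a macrophage sub-cluster of 50 nuclei together with Marco, Timd4 and Prg4, which held 14 and 4 nuclei of the VAT libraries and also 4 and 6 of SAT at 24 months. Both lost the call in the fit of 4 libraries alone, and Saa3 also with DESeq2. T cells and B cells were not compared between depots, since VAT replicate 1 held 10 and 9 of them.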

Values the study reported

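The study kept 35,611 nuclei over all its libraries and divided them into 7 clusters. After its quality control it counted 4191 nuclei in each young SAT library, 2128 and 9497 in the old SAT libraries, and 3861 and 4144 in the old VAT libraries. It described 63 genes as lower in SAT and 114 as lower in VAT at 26 months. Adipocytes made up 14,524 nuclei, FAPs 6024, immune nuclei 8850, mesothelial nuclei 2441 and endothelial nuclei 1509, counted over both depots and both ages. Among immune nuclei it counted 779 M1 macrophages, 2208 M2 macrophages, 4126 T cells and 1737 B cells. With age, the share it called M1 went from 6.1 to 15.4% and the share it called M2 from 23.4 to 28.5%. Among endothelial nuclei, 183 carried lymphatic genes and 1326 made up the other group.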

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

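The first resolution, the first version of the naming rule, naming without the check of leading genes, and classes without batch correction for the gene tests were tests chosen after seeing the data; all other alternatives were planned. Age stands here for SAT at 24 against 2 months and depot for VAT against SAT at 24 months.

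Of the shares under the alternatives, 12 values moved by more than the spread between replicates. In addition 1 changed direction, and its groups did not overlap in the report. With 2 libraries per group, leaving out 1 library could not move a share past this limit, so these values say nothing here about how stable the shares are. Changes of sign between groups that overlapped in the report, of which it gives some, are not counted as such. The difference of the mesothelial share with age was -0.383 points with doublets removed and 0.0126 points without batch correction. Without batch correction the lymphatic share with age was at -47.9 points, the Dpp4 share with age at 15.3 points and the epithelial share between depots at -13.2 points. With looser filters the lymphatic share with age was at -22.8 points, the epithelial share at 1.79 points, and the mature dendritic cell share at 4.43 points with age and -10.1 points between depots. The Col15a1 share with age was 25.3 points with doublets removed and 7.65 points at a resolution 2 times as high. At the first resolution the B cell share with age was -10.4 points and the blood vascular share 29.3 points. The FAP share between depots, apart in the report, overlapped with looser filters, without batch correction and at the first resolution. The same holds with age for the mesothelial share with doublets removed and without batch correction, for the T cell and B cell shares with looser filters and without batch correction, for the blood vascular share without batch correction and for the Col15a1 share with looser filters. Between depots it holds for the mesothelial share at the first resolution and for the blood vascular share with doublets removed, without batch correction and under the first naming rule. Shares of smooth muscle or pericyte nuclei in both comparisons, of skeletal muscle, NK and unnamed immune, endothelial and FAP nuclei with age, and of conventional dendritic cells between depots also overlapped in some settings. The cause was not tested for any of these. No Dpp4 sub-cluster was named at the first resolution, and no Col15a1 sub-cluster at the first resolution, without batch correction or under the first naming rule, so these gave no value.

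Of the counts of called genes, 85 stayed within 1.5 times and 63 did not. Many of the 85 compare 0 with 0, in classes where the test recovered few simulated changes, so they say little about stability. In T and B cells the fit of the compared libraries alone and the fit without VAT replicate 2 are the same fit, counted under both settings. In adipocytes and T cells with age, the count stayed within that limit under every alternative except 2. Only genes at least as high in the class gave 1021 in adipocytes, where fewer genes were tested, and DESeq2 gave 744 in T cells. The counts of 0 or a few in the other classes depended on the method. With age, DESeq2 called 292 genes in all nuclei, 23 in FAPs, 81 in immune nuclei, 79 in endothelial nuclei, 51 in macrophages and 112 in B cells. Between depots it called 520 in all nuclei, 35 in adipocytes, 20 in FAPs, 200 in immune nuclei, 25 in endothelial nuclei and 5 in macrophages. Without the filter on low counts the counts with age were 953 in all nuclei, 149 in FAPs, 698 in immune nuclei, 239 in endothelial nuclei and 251 in macrophages. Between depots they were 1034 in all nuclei, 147 in adipocytes, 185 in FAPs, 541 in immune nuclei, 77 in endothelial nuclei and 46 in macrophages. The cause was not tested.

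A fit of the 4 compared libraries alone called 32 genes with age in FAPs, 51 in endothelial nuclei, 188 in macrophages and 188 in B cells. Between depots it called 0 in all nuclei (915 at an unadjusted p under 0.05) and 0 in macrophages (210). Leaving out 1 VAT library gave 143 to 192 genes with age in FAPs, 19 to 50 in all nuclei, 82 to 112 in endothelial nuclei and 379 to 384 in macrophages, and 188 in B cells, where VAT replicate 2 is the only one to leave out. Leaving out 1 SAT library at 2 months gave 3 to 16 genes between depots in adipocytes, 0 in all nuclei (1047 and 1039 at an unadjusted p under 0.05) and 4 in macrophages. These libraries lie outside the contrast and act through the dispersion and the filter. The common dispersion of all nuclei was 0.212 and that of adipocytes 0.0548.

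With the replicate number as a block, 29 genes were called between depots in adipocytes and 0 in all nuclei (1022 at an unadjusted p under 0.05). Log2 values of equal replicate numbers did not go together, with correlations between groups of -0.09, 0.03 and 0.11 in adipocytes and of -0.27, 0.18 and -0.48 in all nuclei (SAT at 2 with SAT at 24 months, SAT at 2 months with VAT, and SAT at 24 months with VAT). By the study's text SAT and VAT at 24 months share mice, but these values do not tell which libraries belong together. The negative values leave the opposite numbering open, and a block with it was not run. The calls between depots therefore rest on fits without a known pairing. With doublets removed, 0 genes were called with age in endothelial nuclei (884 at an unadjusted p under 0.05) and 32 in macrophages, and 8 between depots in macrophages. Classes without batch correction gave 112 genes with age in FAPs, 21 in macrophages and 207 in B cells, and 14 and 6 between depots in FAPs and macrophages. Library-size scaling gave 21 and 4 in endothelial nuclei with age and between depots, and 4 in macrophages between depots. Only genes at least as high in the class gave 11 in endothelial nuclei, 5 in macrophages and 208 in B cells with age, and 6 in endothelial nuclei and 4 in macrophages between depots. The cause was not tested, apart from the smaller number of genes in the last of these.

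Of the 17 adipocyte genes of the study, 10 to 13 were called with age under all alternatives. Between depots 1 was called with DESeq2, with the replicate block, with classes without batch correction and with only genes at least as high in the class, and 2 without the filter on low counts. Of the FAP genes, 1 was called with age without the filter and 1 when either VAT library was left out, and between depots 1 with DESeq2 and 4 without the filter. The lipid synthesis set with age had an adjusted p of 0.346 with fry and 0.665 with an estimated correlation, in a range of 0.00117 to 0.665. The thermogenic set with age was at 0.0274 to 0.0438 when 1 VAT library was left out, in a range of 0.0274 to 0.665. The medians between depots went from -0.10 to 0.50 for lipid synthesis, from -0.95 to 0.52 for thermogenic genes and from -0.18 to 0.91 for vascular genes when 1 of the compared libraries was left out, and with age the vascular median went from -0.72 to -0.01. Of the single named genes under the alternatives, 611 values stayed, 36 moved, 34 lost and 5 gained a call. No called gene among these named genes changed direction. The cause was not tested.

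In simulations at the depth and dispersion of these libraries, the test recovered 62% of changed genes with age in T cells, 51% in adipocytes, 22% in immune nuclei, 12% in FAPs, 5% in all nuclei and 0% in endothelial nuclei. Their common dispersions were 0.0210, 0.0548, 0.124, 0.133, 0.212 and 0.183, in the same order. Recovery was 31.5% in B cells and 21.5% in macrophages, with dispersions of 0.0548 and 0.0992. Neither depth nor the dispersion alone set the recovery, as all nuclei were the deepest class and B cells had the dispersion of adipocytes. Counts near 0 in these classes therefore say little about the absence of change. Depth limits the shares within small classes, such as those of 46 endothelial nuclei in SAT 2 months replicate 2, and Ucp1 in SAT adipocytes.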

Other observations

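The tests of lymph node tissue in SAT at 2 months alone, of ovary or oviduct tissue, of depth and of free RNA were chosen only after the result was seen, and those of free RNA and of the lymph node at 2 months were replaced after a first version. A further test of free RNA, of the direction of change, was dropped because the choice of its genes favoured agreement. The test of mature dendritic cells was planned but redone after its first version proved circular, with 50 leading genes that its prediction had not named.

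VAT replicate 2 held 3.06% adipocytes, against 65.4% in VAT replicate 1. With the looser filters the share was 1.95%, so the stricter filters do not account for the low value. The looser filters also admit shallower nuclei of other classes, which can lower the share by itself. This test therefore cannot exclude a difference in depth. Ovary or oviduct tissue in the dissected gonadal fat is a candidate explanation. The summed list was 52.3 times as high in this library as in the highest of the others, led by Cyp11a1 (1163 CPM), Ovgp1 (518 CPM), Inha (171 CPM), Pax8 (111 CPM) and Star (105 CPM). No gene of this list is held by another list or was picked by the study, and the other libraries held 19.9 to 40.5 CPM of it. Unnamed nuclei, which hold the clusters led by Ovgp1, by Cyp11a1 and by cilium genes, made up 27.8% of this library. Leaving them out would still leave its adipocyte share below that of every other library, so they alone do not account for it. Whether its mesothelial (28.0%), immune (23.9%) or other nuclei came from such tissue was not tested. How far the tissue as a whole accounts for the low share stays open, and no biological explanation was tested. The source of the FAP sub-cluster with Cyp11a1 was not tested.

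Lymphocytes made up most immune nuclei in SAT at 2 months. Lymph node tissue in the dissected inguinal fat is a candidate explanation there, since 9 of the 12 genes of the lymph node list were higher in both of these libraries than in all 4 others. Cr2, at 179 and 102 CPM, and Fcer2a, at 134 and 142 CPM, are also expressed by B cells and partly restate the lymphocyte share. Without them the count was 7 of 10, where chance gives 6.67% per gene and the genes are not independent of each other. Immune nuclei made up 59.7% and 75.3% of these libraries and at most 41.1% of the others. Whether some of the 7 genes also restate that share was not tested. Between SAT 2 months replicate 1 and SAT 24 months replicate 1 the margins were small for Ccl19 (30.6 against 28.7 CPM) and Fut7 (5.79 against 4.56 CPM). In SAT at 2 months Glycam1 was at 111 and 38.5 CPM and Cxcl13 at 105 and 62.4 CPM. Glycam1 is also a gene of mammary epithelium, and Bst1 of this list is also a FAP gene of the study. Over all SAT libraries only 3 of 4 were above both VAT libraries, since VAT replicate 2, at 86.1 CPM, lay above SAT 24 months replicate 2, so lymph node tissue and a difference between depots cannot be told apart there. The lower immune share and the fall of Glycam1 in endothelial nuclei with age could both come from less lymph node tissue in the older samples, and a change with age stays open. The germinal centre B cell list, at 195 to 302 CPM and with no gene of another list, did not set SAT at 2 months apart.

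Among the nuclei with Fscn1 and Cacnb3, which the study called M1 macrophages, those of the sub-cluster highest in these genes may be mature dendritic cells. Of the 6 other genes of that list 2 were among the 50 leading genes of these 219 nuclei, and of the 8 pro-inflammatory macrophage genes 0 were. Ccr7 was at 761 CPM there and at 28.7 CPM in 1284 macrophages, and the pro-inflammatory list at 255 and 340 CPM. The lower sum of this list rested mainly on Cd86 (116 and 205 CPM) and Cxcl9 (7.98 and 27.0 CPM). Tnf (38.3 and 28.7 CPM), Il1b (14.4 and 12.2 CPM) and Il12b (14.4 and 2.11 CPM) were higher in the sub-cluster. Over whole libraries this list was at 28.5 to 191 CPM. Their median depth was 2561 UMIs against 1526, so doublets stay open for some of them. The other 876 nuclei with that name were not part of this test. No gene of the pro-inflammatory list is held by another list, and a change of these nuclei with age stays open.

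Keratin-positive nuclei of SAT may be mammary epithelium, which lies in the inguinal fat of female mice. Their epithelial to mesothelial ratio was at least 221 in the SAT libraries, from 342 to 645 nuclei each, and 0.0316 and 0.226 in VAT. In the SAT libraries Areg was at 173 to 472 CPM, Prlr at 171 to 378 CPM and Csn3 at 78.4 to 380 CPM, and Csn3 was at 0 CPM in both VAT libraries. The genes Prlr and Elf5 also belong to the epithelial list and Cited1 to the thermogenic set, and Esr1 was at 420 and 521 CPM in VAT, so the tissue expresses part of the list. What sets the epithelial share apart with age stays open.

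The share of Adipocyte2 nuclei among adipocytes was 21.0% and 23.7% in SAT at 2 months, 7.75% and 10.2% in SAT at 24 months, and 9.48% and 3.23% in VAT, the last from 5 nuclei. These may be thermogenic adipocytes or adipocytes with high lipid synthesis, which cannot be told apart here. High lipid synthesis is partly built into the name, since Elovl6, Fasn and Acly were added to the study's markers. Ucp1 was higher in them in 2 of 5 libraries with enough nuclei, but in SAT it rested on 0 or 1 UMIs per library. In VAT replicate 1 it was at 147 against 4.25 CPM. The thermogenic list used for this test, which holds none of the marker genes of these nuclei, was higher in all 5 libraries, at 559 against 74.6 CPM in VAT replicate 1. The few Ucp1 counts in SAT keep the question open.

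Free RNA from other nuclei could account for part of the 1839 genes called in SAT adipocytes with age. If such RNA has the composition of the other nuclei that passed the filters, it can add at most their level. For 613 of these genes the smallest change between libraries was larger than that level in the group where the gene was higher. On this assumption free RNA alone does not account for these, of which 295 were higher and 318 lower at 24 months. Free RNA itself was not measured, so free RNA of another composition was not excluded for them. For the other 1226 free RNA was not excluded even on this assumption, and age stays open for both parts.

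Xist was at 1510 CPM or more in every library, and the summed Y-linked genes were at most at 7.75 CPM, with Tsix at 1.05 to 2.09 CPM. In SAT 24 months replicate 2, 4709 of 9497 barcodes passed the filters. That is lower than the value quoted from the study above, which equals the number of barcodes before filtering here. In every other library more nuclei passed than the study counted, from 2490 in SAT 24 months replicate 1 to 5776 in SAT 2 months replicate 2. The cause was not tested. Over all SAT nuclei 0 genes were lower at 24 months, with 1794 at an unadjusted p under 0.05 in either direction. That is lower than the value quoted from the study above, which tested single nuclei. It depends on the method, since 79 genes were lower with DESeq2 and 303 without the filter on low counts. Macrophages were 6.96% of immune nuclei in SAT at 2 months. That is lower than the share of M2 macrophages quoted from the study above, which covers both depots.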
